# Small non-coding RNA transcriptome of four high-altitude vertebrates and their low-altitude relatives

**DOI:** 10.1038/s41597-019-0204-5

**Published:** 2019-10-04

**Authors:** Keren Long, Siyuan Feng, Jideng Ma, Jinwei Zhang, Long Jin, Qianzi Tang, Xun Wang, Miaomiao Mai, Weihang Xiao, Lingyan Liu, Xuewei Li, Mingzhou Li

**Keywords:** Gene expression, miRNAs, Gene expression, miRNAs

## Abstract

Animals that lived at high altitudes have evolved distinctive physiological traits that allow them to tolerate extreme high-altitude environment, including higher hemoglobin concentration, increased oxygen saturation of blood and a high energy metabolism. Although previous investigations performed plenty of comparison between high- and low-altitude mammals at the level of morphology, physiology and genomics, mechanism underlying high-altitude adaptation remains largely unknown. Few studies provided comparative analyses in high-altitude adaptation, such as parallel analysis in multiple species. In this study, we generated high-quality small RNA sequencing data for six tissues (heart, liver, spleen, lung, kidney and muscle) from low- and high-altitude populations of four typical livestock animals, and identified comparable numbers of miRNAs in each species. This dataset will provide valuable information for understanding the molecular mechanism of high-altitude adaptation in vertebrates.

## Abstract (summary)

**Table:** 

Measurement(s)	miRNA
Technology Type(s)	small RNA sequencing assay
Factor Type(s)	geographic location • altitude • age • weight
Sample Characteristic - Organism	Bos taurus • Bos grunniens • Ovis aries • Sus scrofa • Gallus gallus

Machine-accessible metadata file describing the reported data: 10.6084/m9.figshare.9805424

## Background & Summary

Organisms encounter constant environmental changes, which occurred throughout their lifetime and across generations. As organisms move into a new habitat, natural selection helps facilitating evolution of phenotypes that are better equipped to survive in the new environment. As a classic example of adaptation to a novel environment, high-altitude adaptation involves multifaceted adaptations, including at the level of morphology^1,2^, genetics^3,4^ and physiology^5–7^. Previous studies investigated genetic mechanisms of high elevation adaptation, and identified numerous genes that are under selection. It was reported that persistent changes in gene expression may be induced by long-term environmental changes, and can respond rapidly to sudden external challenges^8^.

microRNAs (miRNAs) are a class of ~22 nucleotide (nt) RNAs that post-transcriptionally regulate gene expression through translational inhibition or mRNA degradation^9^. It was reported that miRNAs play important roles in cold acclimation^10,11^, hypoxia stress^12,13^ and ultraviolet radiation stress^14,15^. For example, miR-32 is induced by cold, and directly targets *transducer of ERBB2, 1* (*Tob1*) to activate p38/MAPK signaling to promote brown adipocyte function and trans-activates white fat browning through *fibroblast growth factor 21* (*FGF21*) in mice^16^. miR-210, a so-called ‘hypoxamir’ regulated by HIF-1α, has been demonstrated to target a variety of genes involved in the cell cycle, mitochondrial metabolism, angiogenesis, DNA damage repair, and cell survival^17^. Thus, it is reasonable to suppose the important roles of microRNAs in high-altitude adaptation.

To reveal the potential roles of miRNAs in high-altitude adaptation, we generated high-quality small RNA sequencing data for six tissues (heart, liver, spleen, lung, kidney, muscle) from high- and low-altitude populations of three species: chicken, sheep and pig. In addition, we also generated small RNA sequencing data from low-altitude cattle and high-altitude yak populations (Fig. 1). 

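The small RNA data analysed here were 126 libraries from liver, heart, spleen, kidney, lung and skeletal muscle of 8 populations, each library made from 1 tissue of 1 animal. In such a library short RNAs carry sequencing adaptors at both ends, and the reads on a miRNA measure its abundance relative to the other miRNAs of the same library. The low-altitude populations were Qingyuan Partridge chicken (18 libraries, 500 m), Rongchang pig (17 libraries, 400 m), Small Tail Han sheep (16 libraries, 50 m) and Luxi cattle (9 libraries, 500 m). The high-altitude populations were Tibetan chicken (18 libraries), Tibetan pig (18 libraries), Tibetan sheep (17 libraries) and Maiwa yak (13 libraries), all from 3000 m. These altitudes are those of Table 1, and the protocol text of the samples names 600, 2000 and 3000 m without giving the populations. The authors deposited, for each library, the number of reads that miRDeep2 counted on each mature miRNA, without normalization, together with the sequence of the mature miRNA and the sequence and genome position of its precursor. Total counts on mature miRNAs ranged from 4059913 to 12069979 per library, with a median of 8668996. The median total was 9021804 in Qingyuan Partridge chicken (6594548 to 10936211), 8271696 in Tibetan chicken (4259420 to 10973791), 8386844 in Rongchang pig (4059913 to 10400038) and 8741948 in Tibetan pig (5433830 to 10319146). It was 7816056 in Small Tail Han sheep (4616653 to 10061319), 8122016 in Tibetan sheep (6716833 to 10009944), 9923634 in Luxi cattle (6125706 to 11380208) and 9955667 in yak (8702566 to 12069979). The 5 most abundant miRNAs of a library held a median of 62.5% of its counts (42.4% to 85.8%). CPM values were the counts divided by the library total and scaled to the same total for every library, so a change in these few miRNAs also moves the CPM of the others.

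**Figure D1:**
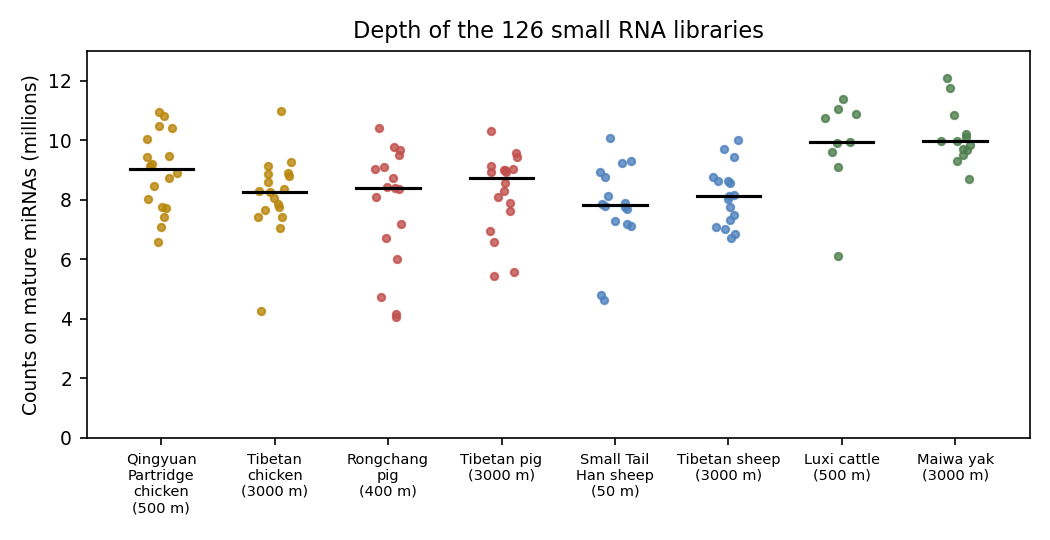
Total counts on mature miRNAs in each of the 126 libraries, by population with its altitude in Table 1. Each point is 1 library and the line is the median of the population, and the medians lie between 7816056 and 9955667.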

Detailed sample information is listed in Table 1. In total, 141 samples were analyzed in this study, including 11 samples that were published^18^. Each population was represented by two or three deep-sequenced biological replicates.

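The libraries fell into 46 groups of 1 population and 1 tissue. Of these, 36 groups had 3 replicates, 8 groups had 2 replicates, and yak heart and yak lung had a single library each. Heart and lung of Luxi cattle are not used here. The groups with at least 2 libraries gave 116 pairs of biological replicates. The most abundant miRNA differed between tissues, and in kidney it was miR-10b-5p in each library of each species. Over all libraries of a species together, the most abundant miRNA differed between chicken and the mammals. In chicken it was gga-miR-26a-5p (uucaaguaauccaggauaggcu), whose precursor lies on the minus strand of chromosome 7 of Galgal4 from 22045101 to 22045161 and which held 18.2% of all counts (8.97% to 34.7% per library). In the 3 mammalian count sets it was miR-143-3p. It held 12.2% of the counts in pig (1.08% to 37.9%), where the precursor lies on chromosome 2 of the paper's pig assembly from 157344751 to 157344807. It held 21.4% in sheep (4.70% to 70.0%; chromosome 5 of Oar v3.1 from 58323600 to 58323654) and 29.2% in cattle and yak (3.03% to 71.4%; chromosome 7 of UMD3.1 from 62809324 to 62809380).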

**Fig. 1:**
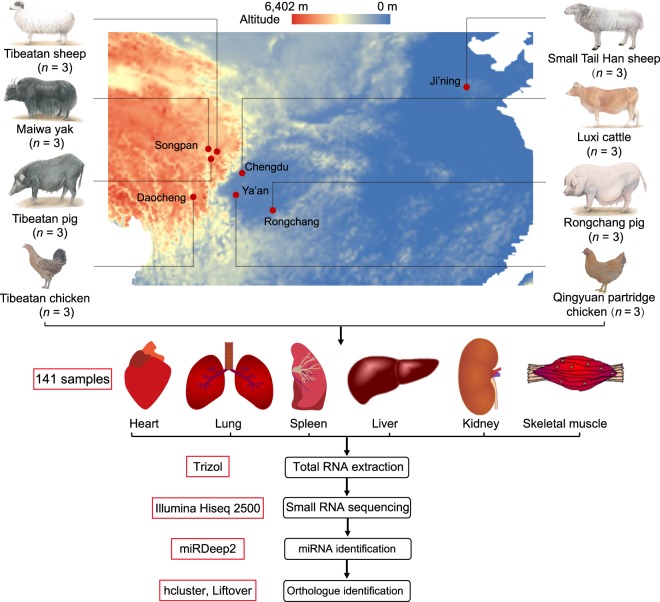
Graphical representation of animal distribution, sample collection and the process of RNA extraction, small RNA sequencing and data analysis.

**Table 1:** Basic sample collection information.

Species	Location	Altitude	Age	Weight
Cattle (*Bos taurus*)	Chengdu	500 m	>4 year	~300 kg
Yak (*Bos grunniens*)	Songpan	3,000 m	>4 year	~200 kg
Sheep (*Ovis aries*)	Ji’ning	50 m	>3 year	60–70 kg
Sheep (*Ovis aries*)	Songpan	3,000 m	>3 year	30–50 kg
Pig (*Sus scrofa*)	Rongchang	400 m	>1 year	30–50 kg
Pig (*Sus scrofa*)	Songpan	3,000 m	>1 year	30–50 kg
Chicken (*Gallus gallus*)	Ya’an	500 m	>200 days	2.8–3.2 kg
Chicken (*Gallus gallus*)	Daocheng	3,000 m	>200 days	1.4–1.7 kg

Using a detection threshold of ≥4 reads across >40% samples in each species, we detected 2,036 mature miRNAs. 

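With at least 4 reads in more than 40% of the libraries of a species, 318 mature miRNAs were detected in chicken, 432 in pig, 420 in sheep and 555 in cattle and yak, 1725 in all. Counted by name, the count tables list 1789 mature miRNAs. The 64 listed miRNAs below the threshold reached 4 reads in as few as 14 of 36 chicken libraries, 14 of 35 pig libraries, 13 of 33 sheep libraries and 4 of 22 cattle and yak libraries. A threshold of 10 reads in place of 4 moved the numbers most, to 266 in chicken, 373 in pig, 344 in sheep and 481 in cattle and yak. At least 4 reads in every library were found for 165 miRNAs in chicken (51.4% of those listed), 231 in pig (50.8%), 152 in sheep (36.0%) and 283 in cattle and yak (47.9%).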

Briefly, we identified comparable amounts of mature miRNA genes and precursor miRNAs for each species (Table 2). 

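The precursors of the listed miRNAs numbered 216 in chicken, 294 in pig, 289 in sheep and 394 in cattle and yak. Mature sequences had a mean length of 22.1 nt ± 1.15 (SD, 321 sequences) in chicken, 22.0 nt ± 1.05 (455 sequences) in pig, 21.9 nt ± 1.12 (422 sequences) in sheep and 21.9 nt ± 1.06 (591 sequences) in cattle and yak. The median precursor was 60.0 nt long in each species. Numbers of miRNAs and numbers of reads were distributed differently over the classes of Table 2. Known miRNAs held a median of 99.5% of a chicken library's counts (96.9% to 99.8%), 99.7% in pig (98.0% to 99.9%) and 99.9% in cattle and yak. In sheep, where 147 of the 422 mature miRNAs were known, these held a median of 89.7% (71.1% at the lowest) and the 225 conserved miRNAs 8.01% (4.30% to 19.4%).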

The unbiased miRNA annotation for each species prominently improved the uniformity of microRNA count in domesticated animals compared with miRbase21.0, which facilitated comparative analysis of miRNA evolution in domesticated animals.

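The largest number of mature miRNAs in the count tables, in cattle and yak, was 1.84 times the smallest, in chicken, and for precursors the ratio was 1.82. In the miRBase 21.0 column of Table 2 the largest number in front was 7.62 times the smallest. The largest number in parentheses was 6.50 times the smallest. By the note to Table 2 these are mature miRNAs and precursors. The order may be reversed in this column, since the 147 known mature miRNAs of sheep exceed the 106 in front. Among the miRNAs past the detection threshold the ratio was 1.75. These ratios compare 1 number per species, so they have no replicate error.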

**Table 2:** The number of miRNAs identified in this study.

Species	Number of miRNAs identified in this study				miRBase 21.0
	Known	Conserved	Novel	Total	
Chicken	267 (169)	37 (32)	17 (15)	321 (216)	740/(994)
Pig	347 (202)	72 (62)	36 (30)	455 (294)	382 (411)
Cattle/Yak	517 (327)	43 (39)	31 (28)	591 (394)	808 (793)
Sheep	147 (91)	225 (160)	50 (38)	422 (289)	106 (153)

Note: The number in front indicates the number of mature miRNA sequences, and the number in parentheses indicates the number of precursor miRNA sequences.

In addition, one-to-one orthologous miRNA genes were also identified based on evolutionary relationships. Overall, we identified 53 orthologues among vertebrates, 116 orthologues in Artiodactyla and 171 orthologues in ruminants (Fig. 2), consistent with a previous study which reported ~100 miRNA orthologues in mammals^9^. 

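The precursor sequences in the count tables, 1193 in all, were compared with each other by blastn (word size 7) in place of the paper's BLAT step. Matches were kept when over 75% of both precursors aligned with an identity of at least 70% and an e-value under 1e-05, and precursors linked by matches formed a family. Families with 1 precursor in each species compared numbered 31 among the 4 species, 77 among cattle, sheep and pig, and 122 between cattle and sheep. They are counted here as natural one-to-one families, with linking of all matches in place of the paper's hcluster step. A further 24, 31 and 28 families had at least 1 precursor in each of these species and more than 1 in at least 1 of them, and the extraction of one-to-one orthologues from such families with liftOver on human coordinates was not repeated. Counting these further families as well, an alternative chosen after seeing the data, moved the first 2 numbers most, to 55 and 108, and the third to 150. Pairing precursors by the miRNA name that follows the species prefix moved the third most, to 162, and the first 2 to 51 and 102. Of the 31 families found in each of the 4 species, 24 (77.4%) had the same miRNA name throughout.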

The detailed information of one-to-one orthologous miRNA genes for each pair of species is listed in figshare^19^ (The detailed information about one to one miRNA orthologue, figshare 10.6084/m9.figshare.c.4584113).

**Fig. 2:**
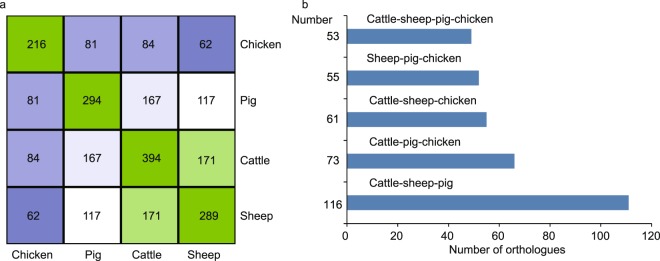
The number of one to one miRNA orthologues identification across four species. (**a**) Number of miRNA orthologues identified in each pair of species. (**b**) Number of miRNA orthologues across three species or four species.

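For the pairs of species, natural one-to-one families numbered 126 between pig and cattle, 86 between pig and sheep, 58 between chicken and cattle, 56 between chicken and pig, and 45 between chicken and sheep. For sets of 3 species with chicken, they numbered 47 with cattle and pig, 38 with cattle and sheep, and 35 with sheep and pig. With an identity of at least 80%, the numbers rose to 145, 94, 67, 63 and 48 for these pairs. Among the natural families of pig and cattle 93.7% had the same miRNA name in both species, against 68.9% between chicken and sheep.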

## Methods

### Sample collection and RNA isolation

Three adult females for each population of the five species from distinct altitudes were used **(**Table 1**)**. These populations have been confirmed to live at corresponding altitudes for their lifetime. Animals were humanely killed to ameliorate suffering. Upon excision from the corpse, a piece of tissue fragments from six organs including heart, liver, spleen, lung, kidney and skeletal muscle(*longissimus* muscle for pig, cattle, yak and sheep, and *pectoral* muscle for chicken) were immediately placed frozen in liquid nitrogen and then stored at −80 °C until use. Total RNA was extracted using the standard Trizol (Takara, Japan) protocol.

### Small RNA library preparation, sequencing, and miRNA annotation

Small RNA libraries were constructed using the Illumina TruSeq Small RNA Sample Prep kit. Libraries were assessed using the Agilent 2200 TapeStation and sequenced on the Illumina HiSeq. 2500 platforms. Initial bioinformatics analysis (base calling) was performed with CASAVA 1.8 (Illumina, USA) to generate raw reads (in FASTQ form). Next, raw reads were subjected to a series of stringent filters (such as removing low-quality reads, repeated sequences, and adaptor sequences) and processed sequences were then mapped to the corresponding reference genome [i.e., chicken (Galgal4), pig (Suscrofa 10.2), cattle (UMD3.1), goat (CHIR 1.0), and sheep (Oar v3.1)] for each species with stringent criteria (<1 mismatch along the whole sequence) using Bowtie^20^. Then, mapped reads were submitted to miRDeep2.0^21^ to detect miRNAs for each species with default parameters. Mature miRNA sequences of chicken and all annotated mammalian species in miRbase21 were selected as reference. To identify miRNAs with ≥4 reads across >40% samples were retained for further analysis. Notably, our previous study identified comparable numbers of miRNA species and similar expressional patterns in bovine genome and yak genomes^18^, therefore, we selected the bovine genome as the reference genome in this study.

### Orthologous miRNA identifications

To identify miRNA orthologues, we first performed an all-against-all BLATST^22^ analysis of miRNA precursors for a specific evolutionary taxonomy. All BLAT matches with >75% of both precursors aligned, an identity of ≥70% and an e-value < 10^−5^ were retained, retained matches were clustered using hcluster (http://treesoft.svn.sourceforge.net/viewrc/treesoft/trunk/hcluster). Clustered families with only one member for each species were first defined as “natural one-to-one” orthologues. For those families with more than one member in any species, we performed liftOver^23^ of each reference genome on human miRNA coordinates to assistant with extraction of one-to-one orthologues.

## Data Records

Small RNA-seq data of heart and lung for yak/cattle which we published before^18^ were available in the NCBI Gene Expression Omnibus (GEO) under accession number GSE87833^24^, and the small RNA-seq data of 126 remaining samples (excluded four samples with mapping rate <65%) were under accession number GSE124418^25^. The detailed information of 126 samples is uploaded to figshare^19^ (Metadata of samples submitted to the NCBI Gene Expression Omnibus, figshare 10.6084/m9.figshare.c.4584113).

## Technical Validation

### Sequencing quality control

As shown in Fig. 2, the quality of the small RNA sequencing was checked by analyzing the raw reads, clean reads, and mapping rate for each sample. Briefly, total of 1.66 Gb raw data were obtained. After stringent filtering, 1.60 Gb high-quality reads were remained and an average proportion of 80.89% high-quality reads can be mapped to the respective genomes (Fig. 3 and Sequencing quality control for 141 transcriptomes, figshare 10.6084/m9.figshare.c.4584113). Notably, four samples with mapping rate <65% were excluded to ensure data quality.

**Fig. 3:**
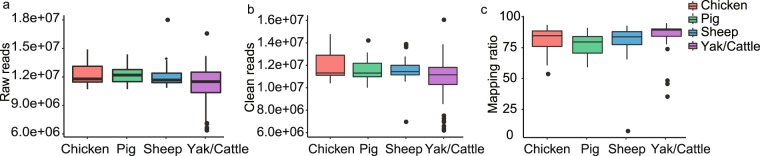
Overview of small RNA-Seq data. (**a**) Distribution of raw reads. (**b**) Distribution of clean reads, and (**c**) mapping rate of each sample for each species.

### Reproducibility validation

To examine the reproducibility of biological replicates, we calculated the Pearson’s correlation for each pair of biological replicates. The majority of biological replicates showed high Pearson’s correlation coefficient (Fig. 4a). 

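Pearson's correlation was computed over the detected miRNAs for each of the replicate pairs, on log2(CPM + 1). The median was 0.949 in chicken (SD 0.0241, 36 pairs, 0.870 to 0.979), 0.955 in pig (SD 0.0176, 34 pairs, 0.922 to 0.987), 0.884 in sheep (SD 0.0263, 30 pairs, 0.826 to 0.924) and 0.961 in cattle and yak (SD 0.0133, 16 pairs, 0.931 to 0.974). The correlation is across miRNAs, which are not independent replicates. A correlation above 0.95 was found in 50 of the pairs, among them 0 of the sheep pairs, and a correlation above 0.9 in 93. Changing to counts on the linear scale moved the sheep median most, to 0.976, with 0.978 in chicken, 0.969 in pig and 0.982 in cattle and yak. On that scale 86 pairs lay above 0.95 and 103 above 0.9, and the lowest pair had 0.846 in chicken, 0.799 in pig, 0.807 in sheep and 0.650 in cattle and yak. For comparison, libraries of the same tissue from the other population had a median of 0.9498 in chicken (54 pairs), 0.951 in pig (51 pairs), 0.867 in sheep (46 pairs) and 0.928 in cattle and yak (25 pairs) on the log2 scale. Libraries of different tissues of 1 species had medians of 0.858, 0.845, 0.777 and 0.843 in the same order, lower than the replicate medians by more than 3 SD in each species.

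**Figure D2:**
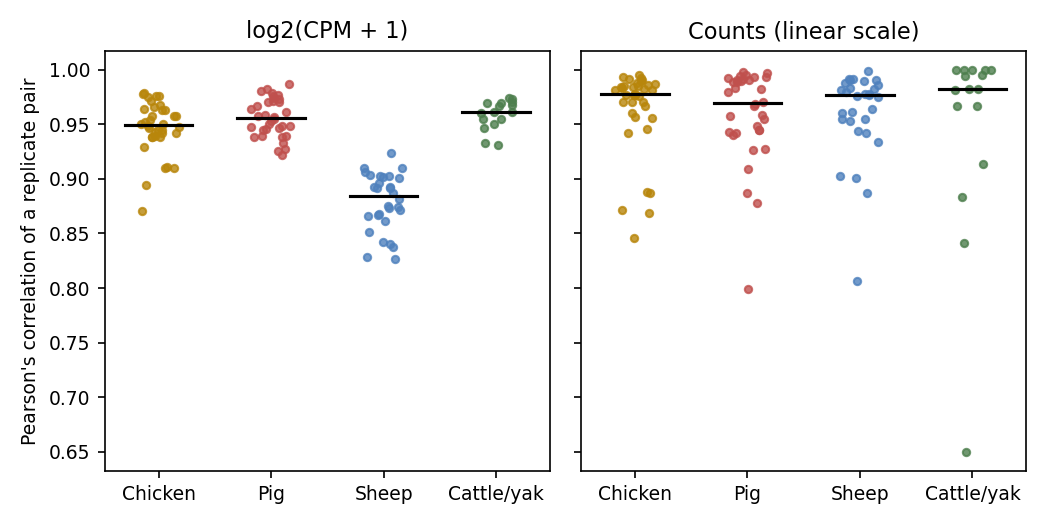
Pearson's correlation of each of the 116 replicate pairs by species, on log2(CPM + 1) at the left and on counts at the right. Each point is 1 pair and the line is the median of the species; at the left the sheep pairs lie at 0.924 or lower.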

Meanwhile, we evaluated between-replicate variation with MvA plots for all pairs. Consistent with Pearson’s correlation analysis, most of biological replicates showed minor variation (Fig. 4b and MvA plots for examining between-replicates variation, figshare 10.6084/m9.figshare.c.4584113). 

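In an MvA plot the log2 ratio of 2 libraries (M) is drawn against their mean log2 abundance (A) for each miRNA. The share of detected miRNAs whose CPM + 1 differed between 2 replicates by at most 1 log2 unit had a median over pairs of 79.9% in chicken (SD 10.6), 78.7% in pig (SD 11.8), 75.6% in sheep (SD 7.98) and 84.3% in cattle and yak (SD 10.7). The lowest pair had 52.2% in chicken, 47.2% in pig, 54.1% in sheep and 55.9% in cattle and yak. The median absolute M was 0.45, 0.49, 0.49 and 0.39 on the log2 scale in the same order. A pseudocount of 0.1 in place of 1 moved the share most in chicken (to 69.5%), sheep (to 65.8%) and cattle and yak (to 71.1%), and leaving out replicate 2 moved it most in pig (to 66.6%, against 68.3% with the pseudocount of 0.1). Among the miRNAs listed, a median of 6 per pair in chicken, 7.5 in pig, 15.5 in sheep and 6 in cattle and yak were at 0 in one replicate and at 100 reads or more in the other. Yak heart, part of the group in Fig. 4b, has a single library here, so no pair of yak hearts was compared.

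**Figure D3:**
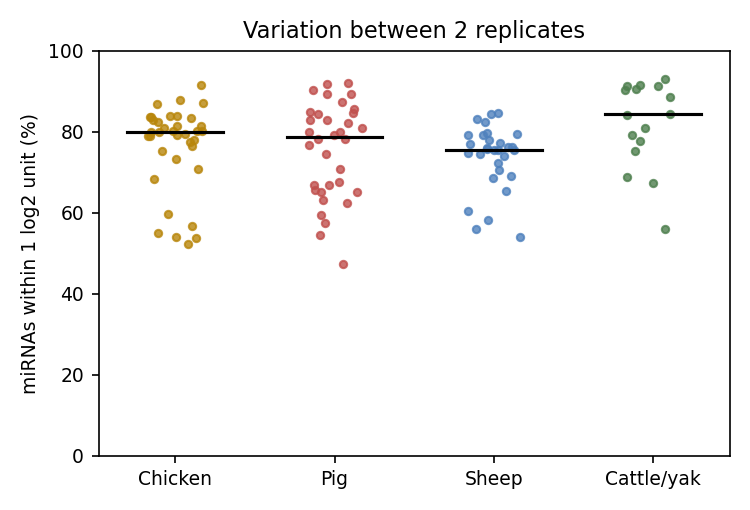
Share of detected miRNAs that differed by at most 1 log2 unit between 2 replicates, in percent, by species. Each point is 1 replicate pair and the line is the median of the species, from 75.6% in sheep to 84.3% in cattle and yak.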

Principal component analysis also showed that the majority biological samples could be grouped together (Principal component analysis of each tissue for each species, figshare 10.6084/m9.figshare.c.4584113). These results highlight the strong experimental confidence of this dataset.

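Principal component analysis of log2(CPM + 1) was run for each of the 16 tissues of a species with 3 libraries in both populations, 96 libraries in all. The first component held 30.2% to 46.5% of the variance and the second 20.5% to 30.2%. On these 2 components, 43 libraries (44.8%) had a library of their own population as the nearest neighbour. They were 14 of 36 in chicken, 13 of 30 in pig, 10 of 24 in sheep and 6 of 6 in cattle and yak, where spleen was the only tissue with 3 libraries in both. The nearest library by Pearson's correlation over all detected miRNAs was of the same population for 49 libraries (51.0%), the largest move among the alternatives. The 6 animals of each species were also divided into other groups of 3 that part the animals with the same replicate number. Of 100 draws of such divisions over the 4 species, the real one included, 32 gave at least 43 libraries nearest to their own group (1-sided permutation test), and the median of the others was 40.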

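Over all tissues of a species, the library with the highest Pearson's correlation on log2(CPM + 1) was of the same tissue for 124 of 126 libraries. The exceptions were the single yak heart, nearest to a Luxi cattle muscle (0.863), and the single yak lung, nearest to a yak liver (0.852). Neither had another library of its tissue to be nearest to. miRNAs chosen in advance for their tissue were highest in that tissue in most cases. Median CPM of miR-122-5p was highest in liver in chicken (142012, next kidney with 474), pig (17044, next spleen with 47.6) and cattle and yak (65744, next muscle with 547). In chicken liver the populations differed in TMM-normalized CPM, which ranged from 15156 to 24240 in Qingyuan Partridge chicken and from 266113 to 445167 in Tibetan chicken, with 3 animals each. In sheep the highest median of miR-122-5p was in heart (131 CPM), and the 5 sheep livers ranged from 1.57 to 11802 in TMM-normalized CPM. Median CPM of miR-133a-3p was highest in muscle in each species (302762 in chicken, 503787 in pig, 2754 in sheep, 306701 in cattle and yak). In sheep another entry, oar-miR-133-3p, was the most abundant miRNA of each muscle library, with 27.5% to 48.9% of its counts. The 2754 is therefore not the whole of miR-133 in sheep muscle. Median CPM of miR-499-5p was highest in heart (208630, 10008, 14529 and 2772). In cattle and yak this was the single yak heart, with muscle next at 1985. From the correlation coefficients, the MvA plots and the principal components, the paper concludes that the dataset gives strong experimental confidence.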

**Fig. 4:**
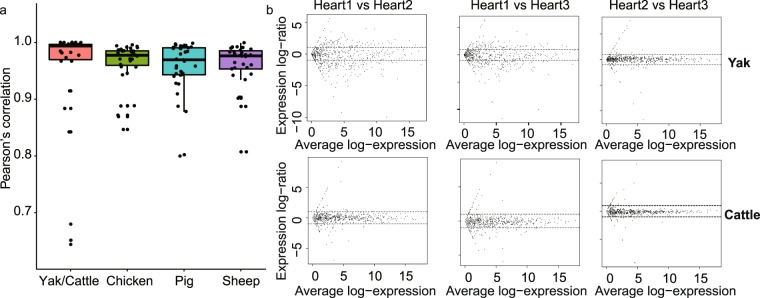
Assessment of reproducibility across biological replicates. (**a**) Pearson’s correlation coefficient of biological replicates for each species. (**b**) MvA plots for examining between-variation of heart in yak/cattle group. The Y-axis represents a log (base 2) fold-change in expression changes and the X-axis indicates the log of the average gene expression level.

## Usage Notes

Because of its ability to identify novel miRNAs and accurately determine quantitative expression, small RNA sequencing technique has made it possible to obtain large datasets^26^. High-altitude adaptation has recently become a topic of interest, and attracted many specialists in fields such as genetics and molecular biology. We believe that this dataset will provide valuable groundwork for understanding the molecular mechanisms of high-altitude adaptation in vertebrates. These data could also provide an opportunity to comprehensively compare the similarity and difference of the mechanisms underlying high-altitude adaptation across multiple domesticated animals. In addition, our laboratory profiled the mRNA transcriptome for corresponding samples, which facilitates more precise investigation of the interaction between miRNAs and mRNA genes associated with vertebrate high-altitude adaptation^27^ Epigenetic modification vary from one individual to another and could be affected by sex, age, weight, habitat, nutrition and so on, thus it is necessary to be cautious to interpret the mechanism of high altitude adaptation using this dataset.

How the deposited data were processed for this re-analysis (not part of the article)

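Small RNA sequencing was analysed in 126 libraries from 6 tissues of 8 populations, a low-altitude and a high-altitude population each for chicken, pig and sheep, and cattle against yak. Per the paper's methods, the authors removed low-quality reads, repeated sequences and adaptors, mapped the remaining reads with Bowtie to Galgal4, the paper's pig assembly, UMD3.1 (for cattle and yak) or Oar v3.1, and ran miRDeep2 with mature sequences of miRBase as reference. The authors deposited the resulting counts of reads on each mature miRNA, 1 count table per library, without normalization and without pooling of replicates. How reads that match several precursors were counted is not stated in the paper's text. Mapping yak reads to the cattle genome can lower the count of a miRNA whose sequence differs in yak. Mapping rates and read totals before mapping were not analysed here, nor were heart and lung libraries of cattle and the other yak heart and lung libraries, which belong to an earlier dataset of the authors.

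Population, tissue and replicate of each library were taken from GEO's sample labels, and altitude in metres from Table 1. Replicate numbers come from GEO's sample titles, and the pairing used in the fits with a replicate block rests on these numbers alone, since the animals of 2 populations are different animals. For comparisons of animals across tissues, libraries of 1 population with the same replicate number were taken to come from the same animal, which the labels do not state. One yak lung carries the replicate number 1a and entered no comparison of replicates.

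Counts were processed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. A miRNA was counted as detected with at least 4 reads in more than 40% of the libraries of its species. Replicate correlations, M values and principal components used log2(CPM + 1) of the detected miRNAs, with CPM from the total counts on mature miRNAs. The scale of the correlation is not stated in the paper's text. Libraries hold from 4059913 to 12069979 counts, so that a miRNA needs 3 counts to be told from absent, and this floor covers counting error only, since reads from PCR without molecular identifiers are not independent molecules. Precursors were compared with blastn 2.17.0 in place of BLAT, and families were formed by linking all matches in place of the paper's hcluster step.

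Populations were compared within each tissue that had at least 2 libraries in both, 22 comparisons in all, with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 (TMM normalization, Benjamini-Hochberg adjustment within the tissue, adjusted p-value threshold 0.05). The detection rule was applied to the libraries compared. A miRNA past the threshold in 1 tissue is counted once for that tissue. Whether the difference between populations differed between tissues was tested by the interaction of population and tissue in 1 fit per species. DESeq2 1.42.0 was an alternative. For miR-210, miR-32 and the erythroid miRNAs, an animal's value was the mean over tissues of log2(TMM-normalized CPM + 1) after subtraction of the tissue mean. The difference between populations was averaged over species and tested by an exact 2-sided permutation of the animals within each species.

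The test was checked on counts simulated for the spleen libraries of each species, with 40 miRNAs changed by 2 on the log2 scale. Up to 1 of the changed miRNAs failed the detection rule in the simulated counts. With the dispersion of each miRNA estimated without shrinkage, edgeR recovered 71.8% of the changed miRNAs in chicken, 42.5% in pig, 0 of 39 in sheep and 66.7% in cattle and yak, with 1, 0, 0 and 0 false calls. DESeq2 recovered 89.7%, 75.0%, 59.0% and 82.1%, with 5, 10, 6 and 11 false calls. With the trended dispersion of edgeR, which was the first setting run, edgeR recovered 17.5%, 15.0%, 0.0% and 20.0% and DESeq2 37.5%, 27.5%, 20.0% and 42.5%. With a dispersion of 0.1 for each miRNA, edgeR recovered 95.0% or more in each species. The unshrunk dispersions and the dispersion of 0.1 were added after the low recovery with the trended dispersion was seen. The values given for the trended dispersion are from a second run with other random draws. With both tools, recovery in the first run was lower in chicken and in cattle and yak, and higher in pig. A change of 2 on the log2 scale can therefore be missed in these data, and in sheep spleen edgeR missed it in each of the 39 changed miRNAs tested.

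The miRNAs named in the text follow a rule set before the data were examined. They are those the paper names (miR-32 and miR-210), miRNAs chosen for their tissue, the miRNA past the threshold in the most tissues of each species (ties by the largest mean change), miRNAs past the threshold in the same tissue and direction in at least 3 species, and the miRNA with the largest share of counts. Alternatives were other pseudocounts, filters, normalizations, correlation measures, detection thresholds and orthologue rules, the replicate block, 1 fit of all tissues, and each replicate left out in turn. Other divisions of the animals into groups of 3 were compared with the real one. Coordinates are those of the count tables and were not converted between assemblies. No genome was used here, so the sequence context of the precursors was not examined.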

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

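The tests of counts at 0, of the other arm and of the normalization in this part were chosen only after the results were seen. The paper reports no comparison of the populations, so each result here lies outside what it discusses. Adjusted p-values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Sequencing or library batches are not given in the labels, so a batch that follows the population was not tested for any of these results.

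The altitude difference itself differed between tissues, by the interaction of population and tissue at an adjusted p-value under 0.05, for 3 miRNAs in pig, 3 in sheep and 6 in cattle and yak. In chicken it did so for 0 of 318 miRNAs, and 27 had an unadjusted p-value under 0.05. A candidate explanation is a row that drops to 0 in single libraries of the count tables. Of the 12 miRNAs, 5 had a library at 0 while another library of the same tissue held 100 reads or more, a limit that does not see drops from fewer reads. In 10 of the 12, one population was at 0 in each of its libraries of a tissue and the other was not. The differences between tissues cannot be told apart from counts missing in the tables for those 10, and a library batch was not tested for the other 2.

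gga-miR-122-5p (chromosome Z of Galgal4, 761061 to 761118) was higher in Tibetan chicken than in Qingyuan Partridge chicken in liver, with a log2 fold change of 4.09 (standard error 0.30, adjusted p = 0.00238, edgeR), and higher in 3 of 3 animals than in any low-altitude animal. Reads in liver were 2478362, 2013386 and 2925907 against 192739, 151683 and 193299. In kidney the log2 fold change was 2.75 (standard error 0.33, adjusted p = 0.0182, edgeR). The other arm, gga-miR-122-3p, had a log2 fold change of -0.77 in liver (adjusted p = 0.327, edgeR). Reads moved from one arm to the other do not account for the difference, since both arms summed gave 4.07, nor does the normalization, since the fold change without TMM was 3.77. In 0 libraries outside the comparison did this miRNA drop to 0 while another replicate held 100 reads or more, but each liver library held far more than 0 reads, so this check could not have explained the difference. A biological difference in liver of Tibetan chicken remains a hypothesis, since population, place and any library batch go together in this design, and a sequence variant against the reference was not tested.

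ssc-miR-708-5p (chromosome 9 of the paper's pig assembly, 15120482 to 15120551, minus strand) had a log2 fold change of 11.62 in muscle of Tibetan pig against Rongchang pig (standard error 0.92, adjusted p = 0.0162, edgeR), from 198, 493 and 447 reads against 0 and 0. The size of the fold change is set by the zeros. With the replicate number as a block, 0 miRNAs passed the threshold in pig, so this miRNA did not. With 3 libraries against 2, however, the block leaves little information on the spread between libraries. That fit could hardly decide the matter. The same miRNA was at 0 in 4 libraries outside this comparison while another replicate of their group held 100 reads or more. In the count tables, a row that drops to 0 in single libraries is thus a candidate explanation, and the difference cannot be told apart from it.

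A sheep miRNA of the third class of Table 2, numbered 25 in the count tables, showed the largest fold change among the miRNAs named here. Its 3p arm (chromosome 25 of Oar v3.1, 16962100 to 16962156) had a log2 fold change of 20.45 in liver of Tibetan sheep against Small Tail Han sheep (standard error 0.37, adjusted p = 7.34e-04, edgeR), from 187572, 215012 and 192173 reads against 0 and 0. With the replicate number as a block, 0 miRNAs passed the threshold in sheep, so this miRNA did not. Here too the block leaves little information on the spread, with 3 libraries against 2, and could hardly decide the matter. The 3p arm was also at 0 in 7 libraries outside this comparison while another replicate held 100 reads or more. In the count tables, a row that drops to 0 in single libraries is therefore a candidate explanation here too, and no biological explanation can be told apart from it.

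bta-miR-2285o-3p (chromosome 24 of UMD3.1, 41395921 to 41395981) was higher in yak than in cattle in each of the 4 tissues compared. The log2 fold change was 5.29 in liver (standard error 0.52, adjusted p = 0.0145, edgeR), 4.92 in muscle, 4.40 in spleen and 4.30 in kidney, and each yak library was above each cattle library in its tissue. In the 4 tissues reads ranged from 47 to 111 in cattle and from 1575 to 7151 in yak. In 0 libraries was it at 0 while another replicate held 100 reads or more, but a miRNA past the threshold in each tissue was chosen, so this does not test for a row that drops to 0 in single libraries. Its mature sequence is identical to that of bta-miR-2285u-3p, so reads of the 2 cannot be told apart. bta-miR-2285u-3p was higher in yak too, with a log2 fold change of 4.90 in muscle and 4.42 in spleen. Reads moved between the 2 names therefore do not account for the rise in muscle and spleen. In liver and kidney bta-miR-2285u-3p did not pass the threshold. Over all libraries, the 2 counts lay within 5% of each other in 17 of the 18 with both above 0. The same reads counted on both names would give this, so bta-miR-2285u-3p is no independent support. The near-equal counts also argue against reads moved between the names, though they were not examined by tissue. A sequence difference between yak and the cattle genome may also move the count and was not tested, so a biological difference cannot be told apart from it.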

How the results depend on the processing

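The alternatives that sum the arms of a precursor, leave out miRNAs that drop to 0, miRNAs at 0 in any library or the 5 most abundant miRNAs, count distinct mature sequences, ask for 4 reads in at least 40% of the libraries, or count larger families were chosen only after the data were seen, as were those that pair by name or use 80% identity for sets of 3 species with chicken. The other alternatives were set before the data were examined. In all, 257 alternatives were computed for 34 results. Of these, 180 left the result within its range, 70 moved it and 7 reversed its sign.

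The numbers of detected miRNAs stayed within a factor of 1.5 under each of the 36 alternatives, from 266 to 321 in chicken, 373 to 455 in pig, 344 to 422 in sheep and 481 to 591 in cattle and yak. Part of this was fixed in advance, since no number can exceed the miRNAs listed, which equal the totals of Table 2. In each species the alternative of distinct entries also repeated the main rule and could not differ. Grouping by tissue stayed between 92.9% and 100% of the libraries, and grouping by population between 39.1% and 51.0%; both are given as percents because the number of libraries changes between alternatives.

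Orthologue counts changed by more than 1.5 times when precursors were paired by name, to 86 for chicken and pig, 89 for chicken and cattle, 76 for cattle, pig and chicken, 53 for sheep, pig and chicken, and 51 for the 4 species. Counting larger families together with natural one-to-one families gave 74 for cattle, pig and chicken, 59 for cattle, sheep and chicken, 57 for sheep, pig and chicken, and 55 for the 4 species.

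Replicate correlations in the order chicken, pig, sheep, and cattle and yak fell to 0.910, 0.921, 0.795 and 0.914 with Spearman's rho and to 0.918, 0.918, 0.820 and 0.930 with a pseudocount of 0.1. On linear counts they rose to 0.978 in chicken, 0.976 in sheep and 0.982 in cattle and yak. The share of miRNAs within 1 log2 unit fell to 65.8% in sheep and 71.1% in cattle and yak with a pseudocount of 0.1, and ranged from 66.6% to 81.02% in pig across the fits that each left out one replicate. Apart from the linear scale, for which a test is given under other observations, the cause was not tested.

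The number of miRNAs that differed between altitudes depended most on the processing. It was 13 in chicken, 1 in pig, 8 in sheep, 140 in cattle and yak, and 162 in all with edgeR. DESeq2 gave 101, 79, 190, 410 and 780. A fit of all populations and tissues gave 7 in pig, 14 in sheep, 234 in cattle and yak, and 265 in all. With the replicate block it gave 5 in chicken, 0 in pig, 0 in sheep, 3 in cattle and yak, and 8 in all, against 152 without the block over the same 21 comparisons, since cattle and yak muscle share a single replicate number and could not be fitted. At an unadjusted p-value under 0.05 the replicate block left 156 miRNAs in pig and 131 in sheep. The block also leaves less information on the spread between libraries, which alone can lower these numbers. Summed arms gave 5 in chicken, 3 in pig, 68 in cattle and yak, and 82 in all. Without miRNAs that drop to 0 there were 23 in chicken, 4 in pig and 20 in sheep, and without miRNAs at 0 in any library of the comparison 20, 2 and 27. Across the fits that each left out one replicate the number ranged from 4 to 19 in chicken, 0 to 79 in pig, 0 to 24 in sheep, 20 to 103 in cattle and yak, and 40 to 194 in all. Tissues left with 1 library in an arm dropped out of those fits. At the lowest number the unadjusted p-value was under 0.05 for 149 miRNAs in pig without high-altitude replicate 2, 144 without low-altitude replicate 1, and 120 in sheep without low-altitude replicate 2. The cause was not tested, apart from the simulated data, in which DESeq2 made more calls than edgeR, true and false, with the dispersions of the libraries and with their trend, but not with a dispersion of 0.1.

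The mean correlation of altitude changes between species, -0.02, changed sign with a mean of at least 50 reads (0.02), with Spearman's rho (0.00) and with the replicate block (0.02), and ranged from -0.06 to 0.06 when each replicate was left out; the splits of the animals were not run again for these. The miR-210 difference of 0.16 ranged from -0.02 to 0.38 across the fits that each left out one replicate. The erythroid difference of -0.53 was 0.06 without cattle and yak, -0.07 without spleen and -0.08 without replicate 1. The miR-32 difference of 0.14 was 0.00 without spleen. The unadjusted p-value was under 0.05 for miR-32 with CPM from total counts (exact 2-sided permutation p = 0.0335, adjusted p = 0.101), as it was for miR-210 without replicate 3 (exact 2-sided permutation p = 0.0278, adjusted p = 0.0694) and for the erythroid difference without replicate 3 (-0.84, exact 2-sided permutation p = 0.0463, adjusted p = 0.0694). Sheep spleen had the largest dispersion between libraries (median 0.474, against 0.118 in chicken, 0.153 in pig and 0.0768 in cattle and yak), and there edgeR recovered 0 of 39 simulated changes and DESeq2 23.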

Differences from the paper's values

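None of the comparisons with the paper's values in this part was used to choose a setting, and counting larger families together with natural one-to-one families was chosen only after the values were seen.

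For natural one-to-one orthologues among the 4 species the count was 31, against the paper's 53. Pairing precursors by name, set before the data were examined, gave 51 and closed the gap, and an identity of at least 80% gave 35 and did not. Counting larger families as well, chosen after seeing the values, gave 55. Among cattle, sheep and pig the count was 77 against the paper's 116, and pairing by name (102) and an identity of at least 80% (86), both set before the data were examined, came within 1.5 times of the paper's value without reaching it, as did larger families (108), chosen after seeing the values. For cattle, pig and chicken it was 47 against about 73 in Fig. 2b, read by eye, for cattle, sheep and chicken 38 against about 61, and for sheep, pig and chicken 35 against about 55. For these 3 sets no alternative was set before the data were examined. The alternatives chosen after seeing the values gave 76, 55 and 53 by name, 51, 43 and 37 with an identity of at least 80%, and 74, 59 and 57 with larger families. The paper's step that extracts one-to-one orthologues from larger families with liftOver was not repeated.

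The median replicate correlation was 0.949 in chicken against about 0.98 in Fig. 4a, read by eye, 0.884 in sheep against about 0.98, and 0.961 in cattle and yak against about 0.99. The lowest replicate correlation in pig was 0.922 against about 0.80. With Pearson's correlation on linear counts, set before the data were examined, the medians were 0.978, 0.976 and 0.982 and the lowest pig pair was 0.799, which closed each of these 4 gaps. Spearman's rho, a pseudocount of 0.1, all miRNAs listed and, for the medians, leaving out each replicate in turn did not close them.

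The paper's number of detected mature miRNAs over the species is larger than the 1725 found with its threshold and the 1789 listed, and no alternative that was run reached it. The number listed in each species equals the total in the paper's Table 2, so the gap to the 1789 lies between the paper's text and its table. The paper states that most samples group together in the principal component analysis, and 43 of 96 libraries were nearest to a library of their own population. By the highest Pearson's correlation over all libraries of a species, 75 of 126 were nearest to their own population and tissue. They were 13 of 36 in chicken, 26 of 35 in pig, 16 of 33 in sheep and 20 of 22 in cattle and yak. This number was not compared with other divisions of the animals.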

Other observations

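The tests of zeros, of identical sequences, of the linear correlation, of the yak miR-486-5p counts and of the number of miRNAs with a small unadjusted p-value were chosen only after the results were seen; the other tests in this part were written before their results were seen.

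In the 22 comparisons of altitude, 162 miRNAs passed an adjusted p-value of 0.05 with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, 94 higher and 68 lower at high altitude. They were 13 of 1744 tested in chicken, 1 of 2417 in pig, 8 of 2204 in sheep and 140 of 2034 in cattle and yak. At an unadjusted p-value under 0.05 there were 192, 252, 241 and 524. The balance of directions depended on the processing. In cattle and yak 78 were higher and 62 lower at an adjusted p-value under 0.05. Without TMM these were 76 and 22, and without miRNAs at 0 in any library of the comparison 78 and 105. Cattle and yak are different species, whose altitude difference cannot be told apart from the species difference or from the mapping of yak reads to the cattle genome.

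The 6 animals of a species allow 4 divisions into groups of 3 that part the animals with the same replicate number. Among the tissues with 3 libraries in both populations, 1 of the 4 divisions gave as many miRNAs as the real one in chicken (13, others 0 to 4) and 1 of 4 in cattle and yak (43, others 0 to 1), and 4 of 4 did in pig and 4 of 4 in sheep, where the real division gave 0, with 206 and 127 miRNAs at an unadjusted p-value under 0.05. A share under 0.05 cannot be reached with 4 divisions. In 100 draws over the 4 species, 8 gave as many miRNAs as the real divisions, and each of these 8 held the real chicken and the real cattle and yak division. By the number of miRNAs with an unadjusted p-value under 0.05, only 1 of the 100 draws, the real one, reached 646; the others had a median of 304 and reached 561. The other divisions each mix both populations in both groups, which the real one does not. The populations may differ, then, in more miRNAs than pass the adjusted threshold, but a library batch that follows the population would give the same pattern and was not tested. The draws used fits without the replicate block, and with the block fewer miRNAs had an unadjusted p-value under 0.05 in each species. They were 171 of 1744 tested in chicken, 156 of 2417 in pig and 131 of 2204 in sheep. In cattle and yak they were 258 of 1533, in fewer comparisons.

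With the replicate number as a replicate block, 8 miRNAs passed the threshold in the 21 comparisons that could be fitted, against 152 without the block in the same comparisons. With so few libraries, the block leaves little information on the spread between them. The lower number therefore does not show that the miRNAs passing without the block are false. Deviations from the group means were correlated across altitude at -0.07 for animals with the same number and 0.04 for different numbers in chicken, 0.05 and -0.03 in pig, 0.01 and 0.00 in sheep, and -0.14 and 0.07 in cattle and yak. Deviations from a group mean sum to 0, so the values for the same and for different numbers balance by design, and they do not settle whether the numbers pair animals. Across tissues of a population the correlation was 0.05 for the same number and -0.03 for different numbers in chicken, 0.07 and -0.03 in pig, 0.01 and 0.00 in sheep, and 0.05 and -0.03 in cattle and yak.

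Technical explanations for the altitude differences were tested. Of the 162 miRNAs past the threshold, 28 were at 0 in each library of one population, and 4 others were at 0 in at least 1 library. The other 130 had no library at 0, so zeros do not account for the number as a whole. The size of the change rests on zeros for those 28. New fits without each miRNA at 0 in any library of the comparison gave 232 past the threshold, so some passed only in these fits. Fits without only the miRNAs that drop to 0 in single replicates of a population gave 218. Those without the 5 most abundant miRNAs gave 154. For the difference in median depth between the populations, taken over the 22 comparisons together, Spearman's rho was 0.10 (1-sided permutation p = 0.323) and Pearson's r was -0.06 (1-sided permutation p = 0.537), and without the 2 comparisons farthest from the median depth difference they were 0.08 and -0.05. This does not rule out depth within a species. The 8 miRNAs in sheep were each from liver, where the depth difference was the largest of the 22 comparisons (0.674 on the log2 scale). Their log2 fold changes ranged in size from 1.10 for oar-miR-148a-3p to 20.45 for the 3p arm numbered 25. Fold changes are already scaled for the library totals, so their size does not test depth. Depth is therefore not ruled out for these 8. In the other 5 sheep tissues 0 passed, with 16 to 51 at an unadjusted p-value under 0.05.

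For grouping in the principal component analysis, 32 of the 100 draws gave as many libraries nearest to their own group as the real populations. Over the 15 pairs of species in a tissue, the mean correlation of log2 fold changes across orthologous miRNAs was -0.02 (SD 0.13, -0.17 to 0.35), and 72 of 100 draws of divisions with random direction gave a mean as high. The highest value, between pig and cattle and yak in spleen (265 miRNAs), was not tested on its own. With the replicate block the mean was 0.02. In the same tissue and direction, 0 miRNAs passed the threshold in 3 or more species and 1 passed it in 2 species. Only in liver did 3 species have any miRNA past the threshold (7 in chicken, 8 in sheep and 21 in cattle and yak). The 0 therefore says little about shared changes.

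For miRNAs to which the paper ascribes a response to hypoxia or cold, the mean over species passed no threshold, with miR-32 measured by its 5p arm. The mean log2 difference over chicken, pig, and cattle and yak was 0.16 for miR-210 (exact 2-sided permutation p = 0.346, adjusted p = 0.346) and 0.14 for miR-32 (exact 2-sided permutation p = 0.267, adjusted p = 0.346). For the miRNAs set in advance as erythroid it was -0.53 (exact 2-sided permutation p = 0.166, adjusted p = 0.346), measured by miR-144-3p in chicken, miR-144-3p and miR-486-5p in pig, and miR-486-5p in cattle and yak, so the species do not share the same miRNAs. The median of miR-486-5p was highest in muscle in pig. In cattle and yak the highest value was that of the single yak heart, with muscle next. This miRNA is therefore no measure of erythroid cells alone. The 8000 arrangements of the animals allow a smallest p of 2.50e-04. The other arm, bta-miR-32-3p, was lower in yak than in cattle in kidney (log2 fold change -2.457, adjusted p = 0.01565, edgeR) and spleen (-2.798, adjusted p = 0.01813, edgeR). For miR-210 in cattle and yak, 3 of 3 yak lay above the 3 cattle, with a difference of 0.42, against 0.12 in pig and -0.06 in chicken. The erythroid difference was -0.36 in chicken, 0.48 in pig and -1.71 in cattle and yak. The last rests on bta-miR-486-5p, read at 0, 9782 and 2896 in yak spleen and at 11719, 4525 and 11241 in cattle spleen. Without the library at 0 the difference was -0.62, so a row that drops to 0 in single libraries is a candidate explanation for most of it.

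A miRNA at 0 in one replicate while another replicate of its group held 100 reads or more occurred 803 times, in 121 of the 124 libraries with a replicate (163 in chicken, 181 in pig, 374 in sheep, 85 in cattle and yak), and in 268 of these cases another replicate held 1000 reads or more. Where the other replicates predicted 100 reads or more, 651 of 25776 values were 0, and Poisson sampling predicts 2.02e-42. Poisson sampling leaves out the spread between animals, so this comparison does not tell a difference between animals from a technical zero. In the 190 cases in which the more abundant arm was missing, the other arm held at least 50% of the expected reads in 19 (10.0%), so reads of one arm listed under the other do not account for most of these 190; the remaining zeros were not tested for this. Where the miRNA had a second entry with an identical mature sequence, that entry held 100 reads or more in the same library in 27 of 38 cases. These 38 were in chicken (25), pig (9) and cattle and yak (4), and 0 of the 374 sheep zeros had such an entry, so this was not tested in sheep. Both arms of the precursor were at 0 together in 297 cases. The 27 cases are consistent with a precursor missing from the miRNA annotation of single libraries although its reads were sequenced. One precursor listed under its other name would give the same pattern, and among all libraries 27 of the 31 instances of one name at 0 and the other at 100 reads or more had both names at the same place. No biological explanation was tested.

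Identical mature sequences listed under 2 names, 15 pairs in all, had counts within 5% of each other in 263 of the 394 library comparisons with both above 0 (66.8%). The share was 76.9% for precursors at different places and 51.9% for precursors at the same place. Reads that match several precursors being counted on each of them would give such counts, so the sum of the counts of a library may exceed its miRNA reads. The pairs differed, however. The counts were this close in 35 of 35 libraries for pig miR-199a-3p and miR-199b-3p, but in 2 of 35 for the 2 entries of pig miR-200b-3p. For the 2 entries of sheep miR-3148-3p, at different places, it was 3 of 30, so not every pair shows this.

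Replicate correlation was higher on linear counts than on the log2 scale in each species. A candidate explanation is that a few abundant miRNAs set the linear correlation. Without the 5 most abundant miRNAs the median linear correlation fell in 4 of 4 species, to 0.960 in chicken, 0.944 in pig, 0.934 in sheep and 0.954 in cattle and yak. In chicken and sheep it stayed above the log2 value, so the 5 miRNAs are not the whole of it there.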
